# Influence of erythropoietin on microvesicles derived from mesenchymal stem cells protecting renal function of chronic kidney disease

**DOI:** 10.1186/s13287-015-0095-0

**Published:** 2015-05-22

**Authors:** Yan Wang, Xingyan Lu, Juan He, Weihong Zhao

## Abstract

**Introduction:**

Mesenchymal stem cells (MSCs) play a central role in the remediation of cell and tissue damage. Erythropoietin (EPO) may enhance the beneficial influence of MSCs during recovery from tissue and organ injuries. Microvesicles (MVs) released from MSCs contribute to the restoration of kidney damage. We studied the influence of EPO on MVs derived from MSCs, and the protective effects of these factors in subjects with chronic kidney disease (CKD).

**Methods:**

The MVs derived from untreated MSCs (MSC-MVs) or from MSCs incubated in different concentrations of EPO (1, 10, 100, and 500 IU/ml EPO-MVs) were used to treat renal injury of unilateral ureteral obstruction (UUO) in vivo, and transforming growth factor-β1 (TGF-β1)-induced fibrosis in a human renal proximal tubular epithelial (HK2) cell line in vitro. Western blot and reverse transcription polymerase chain reaction (RT-PCR) analyses were used to evaluate the expression of epithelial and mesenchymal markers in the renal tissue and HK2 cells. Flow cytometry was used to assess apoptosis within the HK2 cells, and microRNA (miRNA) microarray assays were used to determine the expression profiles of miRNA in the MSC-MVs and EPO-MVs.

**Results:**

Compared to MSC-MVs (untreated), there was a significant increase in the number of EPO-MVs derived from MSCs treated with 1–100 IU/ml EPO, and these EPO-MVs had a greater benefit in UUO mice on days 7 and 14. Moreover, the EPO-MVs had a better restorative effect following TGF-β1-induced fibrosis in HK2 cells at 24 h and 48 h. The flow cytometry results revealed that both types of MVs, especially EPO-MVs, play an important anti-apoptotic role in HK2 cells treated with TGF-β1. The miRNA profiles of the MVs revealed that EPO-MVs changed 212 miRNAs (fold-change ≥ 1.5), including miR-299, miR-499, miR-302, and miRNA-200, and that 70.28 % of these changes involved upregulation. The changed miRNA in EPO-MVs may have contributed to their enhanced protective effects following renal injury compared to MSC-MVs.

**Conclusions:**

There was a dose-dependent increase in the level of EPO-MVs within the range of 1–100 IU/ml EPO. Although both MSC-MVs and EPO-MVs protect the kidney from fibrosis-related damage, there is a superior effect of EPO-MVs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13287-015-0095-0) contains supplementary material, which is available to authorized users.

## Introduction

Bone marrow-derived mesenchymal stem cells (MSCs), also known as multipotent MSCs, offer a number of potentially exciting effects for the treatment of chronic kidney disease (CKD). Several *in vitro* studies have suggested that MSCs may incorporate into the renal parenchyma, trans-differentiate into new renal tubular cells, and then expand in a straightforward fashion [1–3]. However, in addition to the ability of MSCs to differentiate in the kidney, the beneficial effects of these factors in the cells of injured tissues have also been attributed to their paracrine effects, which indirectly improve renal function via the reduction of disease-related inflammation and fibrosis [4–6]. Accordingly, the paracrine effects of MSCs have recently received more attention for their potential therapeutic effects in CKD patients.

As a one-of-a-kind paracrine factor derived from MSCs, microvesicles (MVs) have been described as a new mode of cell-to-cell communication [7]. MVs interact with target cells via surface-expressed ligands, and act to transfer surface receptors and deliver proteins, messenger RNA (mRNA), microRNA (miRNA), and bioactive lipids. MVs that develop from bone-derived MSCs accelerate recovery following acute kidney injury (AKI) induced by toxic agents [8, 9] or ischemia–reperfusion [10], and induce functional improvements in patients with CKD [11] via miRNA- and mRNA-dependent mechanisms. Because MVs are a paracrine factor, one advantage they have over MSCs is the avoidance of possible long-term maldifferentiation of engrafted cells or tumor generation. In addition, in high concentrations under highly homogeneous preparation conditions, MVs provide focused stimulation that allows for their interaction with target cells and, in turn, positive reparative effects on damaged organs [12].

Erythropoietin (EPO) is a glycoprotein hormone that stimulates the formation and differentiation of erythroid precursor cells in bone marrow via the EPO receptor (EpoR). An increasing amount of evidence has demonstrated that other cell types, including neurons, endothelial cells, cardiomyocytes, and renal tubular cells, also express EpoR and respond to EPO treatment [13]; these findings expand the potential biological roles of EPO beyond erythropoiesis. The majority of in vivo and in vitro experimental studies have shown that EPO protects against acute tissue injury in the brain, heart, and kidney via the activation of relevant signaling pathways that prevent apoptosis and/or stimulate reparative proliferation in the cells of injured tissue [14–17].

Bone marrow-derived cells, both MSCs and endothelial progenitor cells (EPCs), express EpoR and/or mediate the proliferation of cells following EPO treatment [18, 19]. Mice MSCs express EpoRs, and the in vitro application of EPO to these cells prevents apoptotic cell death, whereas its in vivo administration increases the number of MSCs in the bone marrow and spleen [13]. Based on these findings, we investigated the influence of EPO on MVs derived from MSCs (EPO-MVs), and the protective effects of these factors in an in vivo mouse model of CKD. In addition, in vitro experiments were conducted to assess the miRNA expression profile in EPO-MVs that may be responsible for the enhanced effectiveness of this paracrine factor in protecting renal function. This expression was compared to the miRNA expression of MSC-derived MVs (MSC-MVs).

## Methods

### Isolation of mMSC and incubation with EPO

The mice primary bone marrow mesenchymal stem cells (BM-MSCs) were obtained from four-week-old male C57BL/6 mice, cultured and characterized as previously described [20]. The extracted MSCs were cultured to the P3 generation. Then, purified P3-mMSCs were grown under different conditions on six-well culture plates with 10^5^ cells/well: group A (control group), Dulbecco’s modified Eagle’s medium nutrient mixture F-12 (DMEM/F12) with 10 % fetal bovine serum and 2 % penicillin/streptomycin (Hyclone Labs, Logan, UT, USA); group B (different concentrations of the EPO incubation group): Dulbecco’s modified Eagle’s medium nutrient mixture F-12 (DMEM/F12) with 10 % fetal bovine serum and 2 % penicillin/streptomycin (Hyclone Labs) plus different concentrations of EPO (1, 10, 100 and 500 IU/ml for each subgroup, respectively) (Gibco, Frederick, BRL Co. Ltd., MD, USA). Each group was incubated for two days. The extracted cells of group A and group B were identified according to their characteristic of osteogenesis and adipogenesis properties and were also detected using flow cytometry.

### Isolation of MVs and EPO-MVs

The culture medium of each group was collected each time the medium was replaced and then stored at −80 °C to be centrifuged together at 3,000 g for 20 minutes. The free-cell debris supernatants were centrifuged at 100,000 g (Beckman Coulter, Irvine, CA, USA, Optima L-90 K ultra- centrifuge) for 1 h at 4 °C, washed in serum-free medium 199 (M199) containing N-2-hydroxyethylpiperazine-N-2-ethanesulfonic acid (HEPES) 25 mM (Sigma-Aldrich (Shanghai),SHANGHAI, CHINA), ultracentrifuged a second time under the same conditions, and then resuspended with M199. The protein content of MVs from the control group and EPO incubation groups were quantified using the Bradford method (Bio-Rad, Hercules, CA, USA).

### The culture and experimental treatement of HK2

Human renal proximal tubular epithelial cells HK2 (American Type Culture Collection, Manassas, VA, USA) were cultured in Medium 199 powder (Invitrogen, Frederick, MD, USA) supplemented with 10 % fetal bovine serum (Gibco, Burlington, Canada) and 2 % penicillin/ streptomycin (Hyclone Labs). The cells were seeded for 3–4 days at 37 °C in 95 % air–5 % CO2, then trypsinized by 0.25 % trypsin-EDTA (Gibco BRL Co. Ltd.). Cells were growth-arrested in serum-free medium over night before use in experiments. The cells used in this experiment were at passages 10–15. HK2 cells were incubated with recombinant human transforming growth factor-β1 (TGF-β1) (R&D, Minneapolis, MN, USA) (6 ng/ml) for 48 h and 72 h to induce fibrosis with MVs (30 μg) or EPO-MVs (30 μg) treatment.

### Flow cytometry

The Annexin V-FITC apoptosis detection kit (Invitrogen) was used to detect apoptotic cells according to the manufacturer’s protocol. Briefly, cells were gently washed with PBS and collected using trypsinization, disaggregated to a single cell suspension and incubated with 5 μl of Annexin V-FITC and 10 μl of a PI solution for 15 minutes in the dark. The apoptotic cells were detected using flow cytometry (BD, San Diego, CA, USA), then quantified and the percentage of apoptotic cells measured.

### Animal treatments and surgical methods

Animal welfare and experimental procedures were carried out in accordance with the Guide for the Care and Use of Laboratory Animals (Ministry of Science and Technology of China, 2006), and were approved by the animal ethics committee of Nanjing Medical University. Healthy specific pathogen-free (SPF) purpose-bred domestic C57BL/6 mice (6-weeks-old, 15–23 g body weight) were obtained from the Model Animal Research Center of Nanjing University, Jiangsu, China. Animals had ad libitum access to rodent diet and tap water. The mice were kept in cages with a 12:12-h light–dark cycle, a temperature of 21 °C ±2 °C, and a humidity of 55 % ±5 %.

Mice assigned to the unilateral ureteral obstruction (UUO) model were anesthetized by tiletamine/zolazepam (VIRBAC Laboratories, Carros, France) and placed on a heating pad to maintain their temperature at 37 °C. Left ureters were ligated with silk (4/0). Amoxicillin was given to the animals after surgery for three days. Sham animals underwent the same procedure, except that the ureter was not ligated. The animals were randomly divided into four groups: sham group (n = 10), UUO group (n = 10), UUO + MVs group (n = 10), and UUO + EPO-MVs group (n = 10). The mice were injected in the tail vein with MVs or EPO-MVs (30 μg/mouse) one day after surgery The four groups were killed at 7 days and 14 days after UUO.

### Biochemical analysis

Blood and urine were collected before the mice were killed and serum levels of urea nitrogen (BUN) and creatinine (Scr), and urine levels of protein were examined using a Beckman Analyser II (Beckman Instruments, Inc., Fullerton, CA, USA).

### Renal immunostaining and histological analysis

After the mice were killed, the kidneys were fixed in 4 % neutral-buffered paraformaldehyde for histological assessment, embedded in paraffin and cut at 3 μm-thick. Then, the sections were dewaxed using standard sequential techniques before Masson’s trichrome (MT) and hematoxylin-eosin (HE) staining. Damage was assessed as in previous studies [20, 21]. The degree of tubular cell damage was scored by a pathologist, in a single-blind manner, using the numerical Histological Score of Kidney (HSK): 0, no damage; 1, unicellular, patchy isolated necrosis; 2, tubular necrosis less than 25 %; 3, tubular necrosis between 25 % and 50 %; 4, more than 50 % tubular necrosis and presence of infarcted tissue [22].

The sections previously prepared for immunohistochemistry were incubated with primary antibody E-cadherin (1: 800, Bioworld, Louis Park, MN, USA) and α-SMA antibody (1 μg/ml, Abcam, Cambridge, MA, USA) according to the manufacturers’ protocols. After washing, the sections were incubated with secondary antibody, anti-rabbit secondary antibody (Santa Cruz Biotechnology, Dallas, Texas, USA) at a 1:5000 dilution. Finally, sections were counterstained with Mayer’s hematoxylin, dehydrated, and observed.

### Western blotting

Protein was extracted from kidney tissue and cultured cells. The protein concentration was determined using the Bradford method. Then, 40 μg of the extracted protein was electrophoresed on 10 % SDS polyacrylamide gels and transferred to nitrocellulose membranes (Millipore, Bedford, MA, USA). After blocking for 2 h at 4 °C in blocking buffer (10 % fat-free milk TBS with 0.1 %Tween 20), the membrane was incubated overnight with anti-E-cadherin (1:800, Bio-world), anti-α-SMA (1 μg/ml, Abcam), and anti-β-tubulin (1: 5000, Bio-world). The membrane was washed and incubated for 2 h at 4 °C with conjugated anti-rabbit secondary antibody. Detection was performed using enhanced chemiluminescence (Thermo Scientific, Frederick, MD, USA) and photography.

### Reverse transcription and real-time polymerase chain reaction (RT-PCR)

Total RNA was extracted from MVs and HK2 cells according to the Trizol (Invitrogen) manufacturer’s protocol. cDNA was synthesized using the Takara SYBR®PrimeScriptTM miRNA RT-PCR Kit and the PrimeScript RT reagent Kit with gDNA Eraser (Takara, Shiga, Japan). Quantitative real-time PCR was performed using a SYBR PrimeScript miRNA RT-PCR Kit and SYBR Premix Ex TaqII (Tli RNaseH Plus) (Takara) with the intron-spanning primers on ABI-Prism-7500 Sequence Detection System (Applied Biosystems, Frederick, MD, USA). The sequences of the PCR primers of mRNA are: a-smooth muscle actin (α-SMA) –forward -TGTGCTGGACTCTGGAGATG, reverse-ATGTCACGGACAATCTCACG; E-caderin-forward-AGAAGACGCTGAGCATGTGA, reverse-TGGATCCAAGATGGTGATGA; β-actin-forwad-TAAAGACCTCTATGCCAACACAGT, reverse-CACGATGGAGGGGCCGGACTCATC.

### MicroRNA profiling arrays of MV and EPO-MV

To study the differential miRNA expression in MV and EPO-MV, we performed miRNA expression profiling of the culture supernatant of MSC with or without EPO incubation using the miRCURY LNA Array (v.18.0) (Exiqon, Vedbaek, Denmark). RNA samples were labeled with the Exiqon miRCURY Hy3/Hy5 power labeling kit and hybridized on the miRCURY LNA Array (version 18.0) station. Scanning was performed with the Axon GenePix 4000B microarray scanner. GenePix pro version 6.0 was used to read image raw intensity. Replicated miRNAs were averaged and miRNAs at intensities ≥ 30 in all samples were chosen for calculating the normalization factor. Expressed data were normalized using the median normalization. After normalization, differentially expressed miRNAs were identified through fold change filtering. The microarray data were deposited in the NCBI Gene Expression Omnibus (GEO) public repository and are accessible under GEO Series accession number GSE68665.

### Statistical analysis

Results from three independent experiments were expressed as mean ± standard deviation (SD). Comparisons between groups were performed using one-way analysis of variance (ANOVA) in SPSS 17.0. *P* values < 0.05 were considered significant.

## Results

### The characterization of EPO-treated MSCs and MVs

MSCs were obtained from C57BL/6 mice, and grown in adherent cultures in a plastic culture dish as previously described [20]. All cells were passaged to three generations prior to experimental use, and a subpopulation of secreted MVs induced by the incubation of MSCs in EPO was used; this subpopulation exhibited an optimal concentration of 100 IU EPO/10^6^ MSCs (Fig. 1). Flow cytometry analysis confirmed that the MSCs and EPO-treated MSCs were all CD45-negative and positive in phenotypic markers CD90, CD44, CD105 (Fig. 2a). Cytofluorimetric analyses also showed that both the MSC-MVs and EPO-MVs presented several adhesion molecules known to be expressed on MSC plasma membrane, such as CD44, CD29 and α4-integrin (Fig. 2b).

**Fig. 1:**
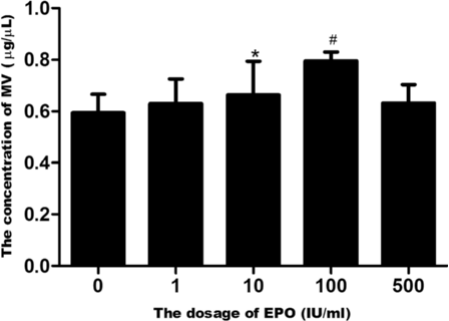
BCA assay changes in the secretion levels of MV derived from MSC after stimulation with different concentrations of EPO for 48 h (n = 3 per group). ^*^ *p* < 0.01 versus 0 IU/ml EPO, ^#^ *p* < 0.01 versus 10 IU/ml EPO. *BCA* bicinchoninic acid *EPO* erythropoietin *MSC* mesenchymal stem cells *MV* microvesicles

**Fig. 2:**
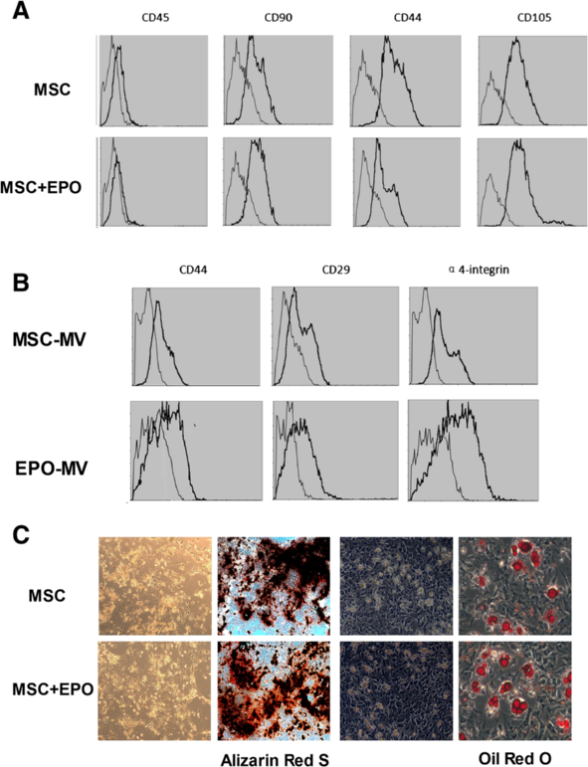
Analysis of the expression of surface markers and characterization of MSCs and EPO-MSC. **a** MSCs and EPO-MSC were labeled with the antibody against CD45, CD105, CD90 and CD44, the cells present were positive for CD105, CD90 and CD44 but negative for CD45. **b** Representative FACS analyses of MSC-MVs and EPO-MVs expressed similar results in CD44, CD29 and α4-integrin. **c** As described in Methods, MSC and EPO incubation MSC(EPO-MSC) undifferentiated, when 50 to 60 or 70 to 80 % confluent, were cultured in conditions that were inducive of osteogenic or adipogenic differentiation, respectively. After osteogenic differentiation, calcium in the mineralized extracellular matrix was shown by Alizarin Red S staining. After adipogenic differentiation, lipid droplets were indicated by their staining with Oil Red O. *EPO* erythropoietin *FACS* fluorescence-activated cell sorting *MSC* mesenchymal stem cells

Marrow stromal cells are often referred to as MSCs due to their ability to differentiate into mesenchymal cell types [23]. This cellular feature distinguishes MSCs from hematopoietic cells and other end-differentiated somatic and progenitor cells that also reside in bone marrow. To verify whether the mesenchymal differentiation capability of the MSCs would change following incubation in EPO, the EPO-treated MSCs were exposed in vitro to specific agents that induce osteogenic or adipogenic differentiation. As shown in Fig. 2c, following exposure to β-glycerol phosphate, ascorbic acid 2-phosphate, and dexamethasone, the undifferentiated cells developed an osteogenic phenotype, whereas after exposure to insulin, dexamethasone, 3-isobutyl-methylxanthine, and indomethacin, the cells manifested an adipogenic phenotype.

### MSC-MVs and EPO-MVs reversed TGF-β1-induced morphological changes in HK2 cells

To assess the effects of transforming growth factor-β1 (TGF-β1) on cell morphology, HK2 cells were growth-arrested in serum-free medium over night and then treated with TGF-β1 (6 ng/ml) for 48 h or 72 h with or without MSC-MVs or EPO-MVs. Phase-contrast microscopy revealed a decrease in cell-to-cell contacts, a more elongated morphological shape of the cells following TGF-β1 stimulation, and more severe fibrosis at 72 h than at 48 h (Figs. 3c-d). Both types of MVs significantly attenuated the TGF-β1-induced morphological changes, but EPO-MVs had a superior effect (Figs. 3e-h).

**Fig. 3:**
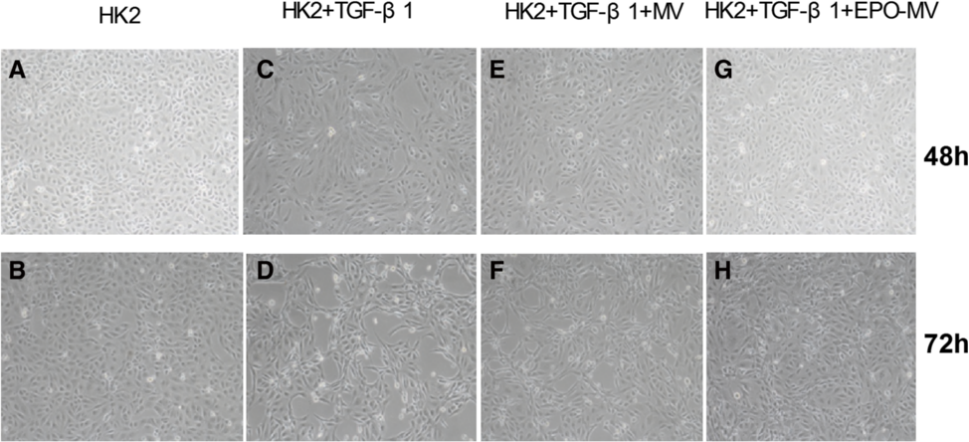
Representative micrographs from each experimental group. **a**-**b** The control group presented polygonal or oval cells, arranged regularly, and showed the characteristics of cobblestone morphology in epithelial cells. **c**-**d** When TGF-β1 (6 ng/ml) was added to these groups to co-culture for 48 or 72 h, the cells lost connection, and the cobblestone morphology was replaced by hypertrophy and long spindle fibroblast-like morphology. Floating cells were increased, and fibrosis injury was more pronounced at 72 h. **e**-**h** MVs/EPO-MVs could partly suppress the HK2 cell morphological changes induced by TGF-β1. Most cells had normal morphology, the degree of fibrosis and its scope were appropriately reduced; in addition, the G-H groups had less fibrosis than the E-F groups. *EPO* erythropoietin *HK2* human kidney 2 *MVs* microvesicles *TGF*-β1 transforming growth factor-β1

### MSC-MVs and EPO-MVs restored the TGF-β1-induced changes in the expression of E-cadherin and α-SMA in HK2 cells

To confirm the transformation of the cells into a fibroblast-like phenotype, the expression of E-cadherin and α-smooth muscle actin (α-SMA) in HK2 cells was examined using reverse transcription polymerase chain reaction (RT-PCR) and Western blot analyses. The stimulation of cells with TGF-β1 for 48 h significantly reduced the mRNA levels of E-cadherin in HK2 cells compared to controls; this effect was even larger at 72 h. However, in the presence of MVs, the TGF-β1-induced decrease in E-cadherin mRNA was restored, and the cells exhibited an enhanced reparative ability. In contrast, the expression of α-SMA mRNA exhibited a marked time-dependent increase following stimulation with TGF-β1 at 48 h and 72 h in HK2 cells compared to the control. Both types of MVs reversed this increase, but there was a superior effect with EPO-MVs (Fig. 4a).

**Fig. 4:**
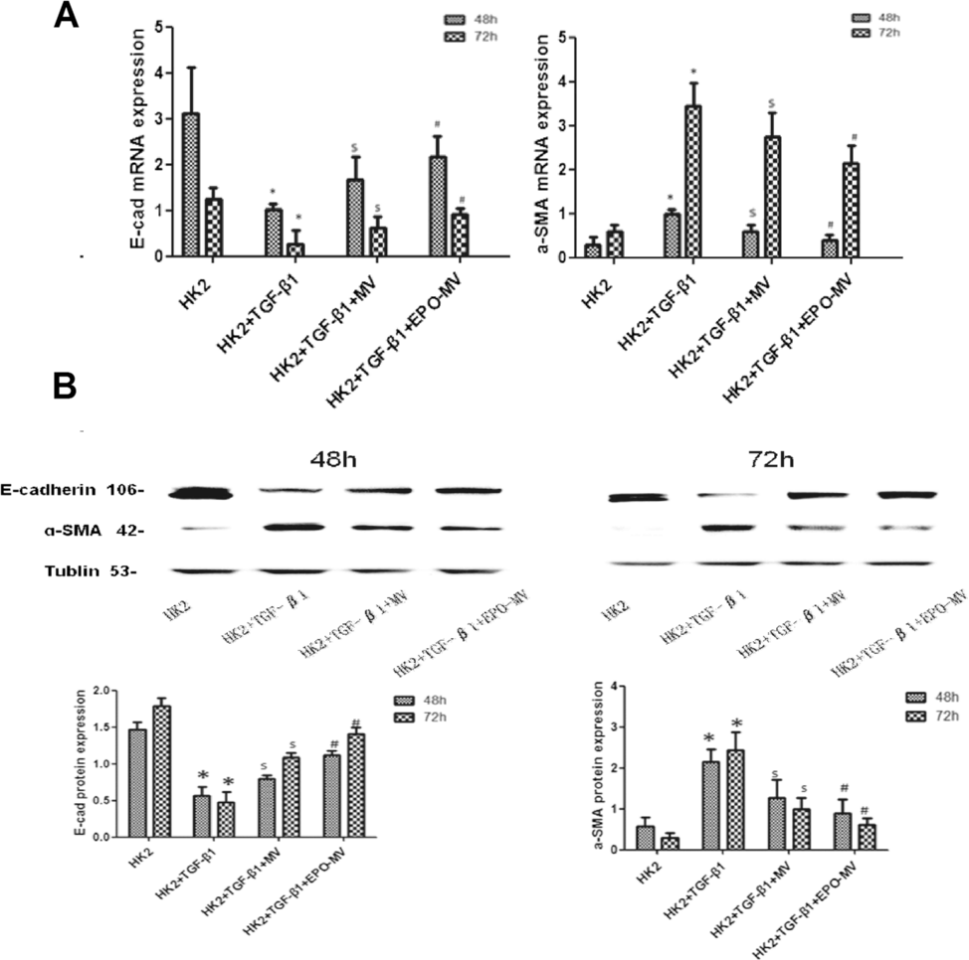
The expression of E-cadherin and α-SMA in HK2 cells. **a** The analysis of gene expression of E-cadherin and a-SMA in HK2 cells following TGF-β1 (6 ng/ml) by RT-PCR at two time points (48 and 72 h) with MVs or EPO-MVs. All of the experiments were repeated three times (n = 3). **b** Western blot was used to detect the protein expression of E-cadherin and α-SMA in HK2 cells following TGF-β1 (6 ng/ml) at two time points (48 and 72 h) with MVs or EPO-MVs. All of the experiments were repeated three times (n = 3).*p < 0.01, 48-h TGF-β1 group versus HK-2 group or 72-h TGF-β1 group versus HK-2 group, ^*$*^ *p* < 0.01, 48-h HK2 + TGF-β1 + MV group versus TGF-β1 group or 72-h HK2 + TGF-β1 + MV group versus TGF-β1 group, ^*#*^ *p* < 0.05, 48-h HK2 + TGF-β1 + EPO-MV group versus HK2 + TGF-β1 + MV group or 72-h HK2 + TGF-β1 + EPO-MV group *versus* HK2 + TGF-β1 + MV. *EPO* erythropoietin *HK2* human kidney 2 *MVs* microvesicles *TGF*-β1 transforming growth factor-β1 *α-SMA* α-smooth muscle actin

The protein levels of E-cadherin and α-SMA, as revealed by Western blot and RT-PCR analyses, showed that both types of MVs restored the TGF-β1-induced changes in E-cadherin and α-SMA in HK2 cells at 48 h and 72 h. However, EPO-MVs exerted a greater reparative influence than MSC-MVs (Fig. 4b).

### MSC-MVs and EPO-MVs inhibited apoptosis in TGF-β1-treated HK2 cells

To further investigate the anti-apoptotic roles of MSC-MVs and EPO-MVs in HK2 cells following stimulation with TGF-β1, either MSC-MVs or EPO-MVs were co-cultured with TGF-β1 in the HK2 cells for 48 h and 72 h. Flow cytometry analyses revealed that the TGF-β1-induced apoptosis rate of HK2 cells was 9.86 % at 48 h, but the independent application of MSC-MVs and EPO-MVs reduced that rate to 5.27 % and 3.61 %, respectively. At 72 h, the apoptosis rate increased to 10.9 %, but the independent application of MSC-MVs and EPO-MVs reduced that rate to 5.5 % and 2.9 %, respectively. These findings indicate that both types of MVs, but especially EPO-MVs, play an important anti-apoptotic role in HK2 cells treated with TGF-β1 (Fig. 5).

**Fig. 5:**
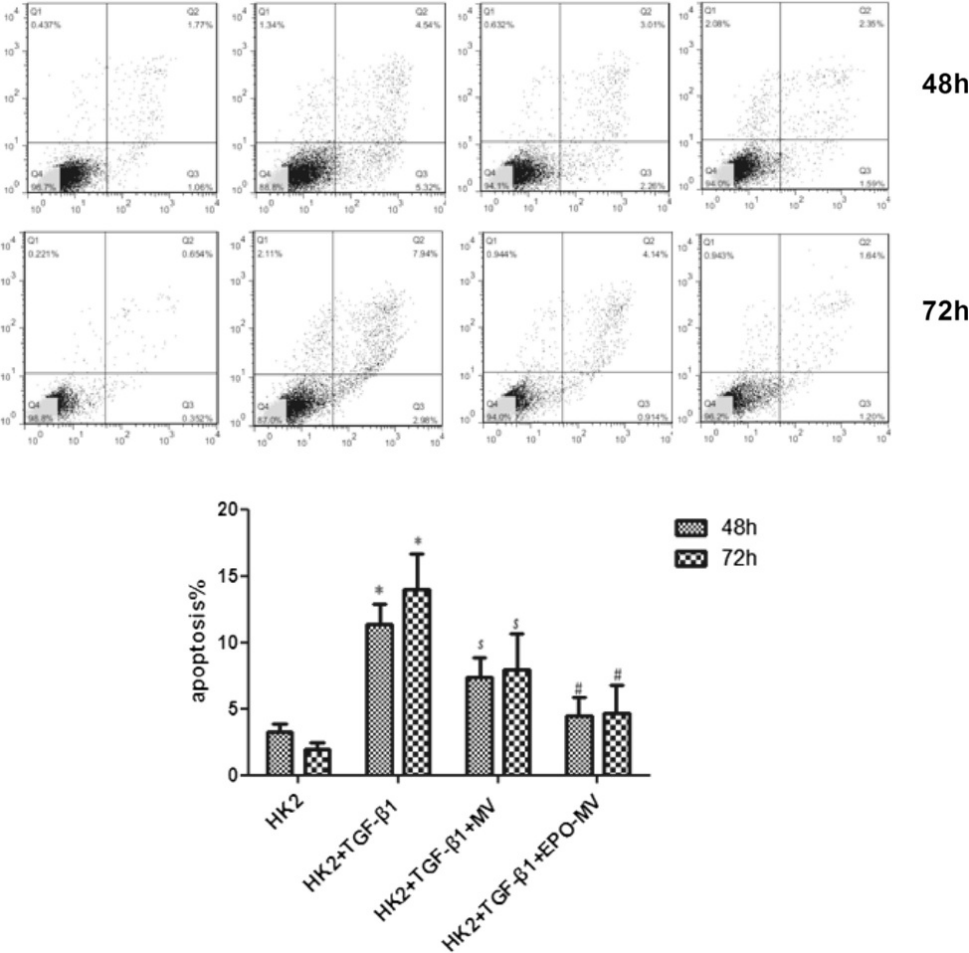
MVs and EPO-MVs inhibited apoptosis of TGF-β treated HK2 cells. Representative photographs of annexinV/PI double-staining in different groups and flow cytometry to test the HK2 cells apoptosis rate after culture in TGF-β1 (6 ng/ml) with MV or EPO-MV at two time points (48 and 72 h) (n = 3 each group). MV and EPO-MV could reduce HK2 cell apoptosis induced by TGF-β1, EPO-MV did better. *p < 0.01, 48-h TGF-β1 group versus HK-2 group or 72-h TGF-β1 group versus HK-2 group, ^*$*^ *p* < 0.01, 48-h HK2 + TGF-β1 + MV group versus TGF-β1 group or 72-h HK2 + TGF-β1 + MV group versus TGF-β1 group, ^*#*^ *p* < 0.05, 48-h HK2 + TGF-β1 + EPO-MV group versus HK2 + TGF-β1 + MV group or 72-h HK2 + TGF-β1 + EPO-MV group versus HK2 + TGF-β1 + MV. *EPO* erythropoietin *HK2* human kidney 2 *MVs* microvesicles *PI* propidium iodide *TGF*-β1 transforming growth factor-β1

### MSC-MVs and EPO-MVs protected against unilateral ureteral obstruction (UUO)-induced CKD

All subjects in the experimental group survived, and the body weight of each subject was recorded every 3 days until the time of sacrifice. There were no significant differences in body weight observed among the groups (data not shown).

There were significant increases in serum creatinine and blood urea nitrogen (BUN) levels on days 7 and 14 after the induction of UUO (Fig. 6a). These changes were associated with considerable tubular epithelial injuries that were characterized by tubular dilation, apoptosis, and necrosis, the detachment of tubular epithelial cells, and the presence of proteinaceous casts in the tubules (Fig. 6b). However, there was a significant reduction of the tubular lesions in UUO mice injected with 30 μg MSC-MVs or EPO-MVs 1 day after surgery compared to UUO mice treated with vehicle. The tubular lesions in mice treated with EPO-MVs exhibited markedly better improvement. UUO mice treated with MVs, especially EPO-MVs, also displayed significantly lower levels of serum BUN and urine proteinuria (data not shown) on days 7 and 14 compared to UUO mice treated with vehicle (Fig. 6a).

**Fig. 6:**
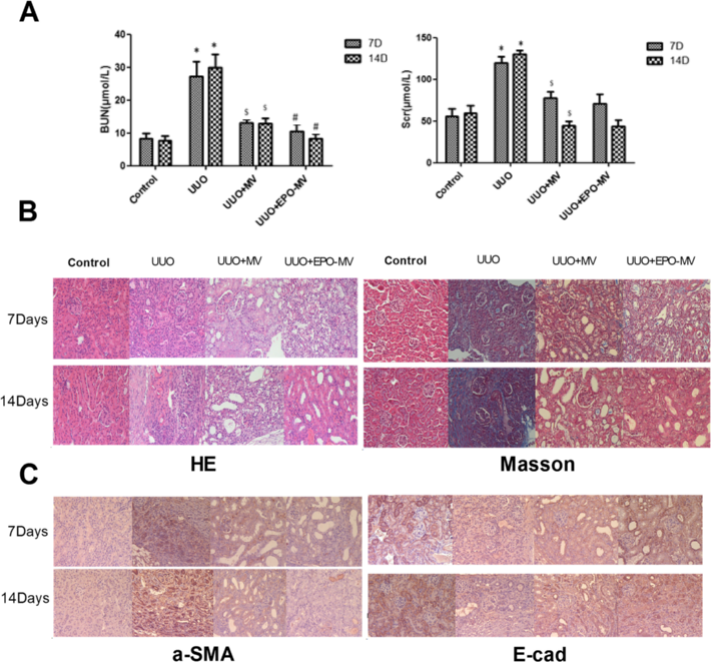
Effect of intravenous injection of MVs or EPO-MVs into unilateral ureteral obstruction (UUO) mice. **a** Mice were subjected to unilateral ureteral obstruction on day 0, followed by intravenous injection of MVs or EPO-MV on day 1 (n = 5 each group). Creatinine and blood urea nitrogen values were determined at the beginning of the experiments and on days 7 and 14 after surgery. *p < 0.01, day 7 UUO group versus control group or day 14 UUO group versus control group, ^*$*^ *p* < 0.01, day 7 UUO + MV group versus UUO group or day 14 UUO + MV group versus UUO group, ^*#*^ *p* < 0.05, day 7 UUO + EPO-MV group versus UUO + MV group or day 14 UUO + EPO-MV group versus UUO + MV group. **b** Representative micrographs of renal histology of the kidney sections with hematoxylin and eosin (HE) and Masson’s trichrome (MT) at days 7 and 14 after surgery in control mice, in UUO mice injected with 30 μg of MVs or EPO-MV. Magnification: ×200. **c** Immunohistochemistry of α-SMA and E-cadherin in renal histology of the kidney sections at days 7 and 14 after surgery in control mice and in UUO mice with or without 30 μg MVs or EPO-MV. *EPO* erythropoietin *MVs* microvesicles *UUO* unilateral ureteral obstruction *α-SMA* α-smooth muscle actin

An assessment of these changes was made using the histological score of kidney (HSK). The kidneys of UUO mice had a score of 2.85 ± 1.0 on day 7 and a score of 3.75 ± 0.5 on day 14, but treatment with both types of MVs restored the morphology of the kidney. Treatment with MSC-MVs resulted in a score of 1.75 ± 0.5 on day 7 and a score of 2.0 ± 0.57 on day 14, whereas treatment with EPO-MVs resulted in a score of 1.17 ± 0.3 on day 7 and a score of 1.16 ± 0.6 on day 14. Each of these scores was statistically significant compared to vehicle-treated UUO subjects (p < 0.05).

Following the UUO procedure, Masson’s trichrome staining revealed a time-dependent increase in extracellular matrix depositions within the tubulointerstitium in which the fibrosis was more severe on day 14. However, both types of MVs resulted in a significant reduction of extracellular matrix deposition in UUO mice, which was greater in the kidneys of mice treated with EPO-MVs (Fig. 6b). An immunohistochemical assessment of α-SMA, a marker of myofibroblasts, demonstrated that there was a time-dependent increase in α-SMA-positive areas in the obstructed kidneys after the UUO procedure. However, the administration of both types of MVs, especially EPO-MVs, resulted in a significant decrease in the α-SMA-positive areas compared to UUO mice on days 7 and 14. On the other hand, E-cadherin, a normal epithelial marker, was markedly reduced in UUO mice. E-cadherin levels were preserved by administration of both types of MVs, especially EPO-MVs (Fig. 6c).

### Expression of α-SMA and E-cadherin in mice kidneys

The expression levels of α-SMA and E-cadherin were determined by Western blot analyses. The expression of α-SMA was significantly higher in the kidneys of UUO mice compared to control mice on days 7 and 14, and EPO-MVs were more effective than MSC-MVs in restoring these levels. On the other hand, the expression of E-cadherin was lower in UUO mice on days 7 and 14, but EPO-MVs were also more effective than MSC-MVs in restoring these levels (Fig. 7).

**Fig. 7:**
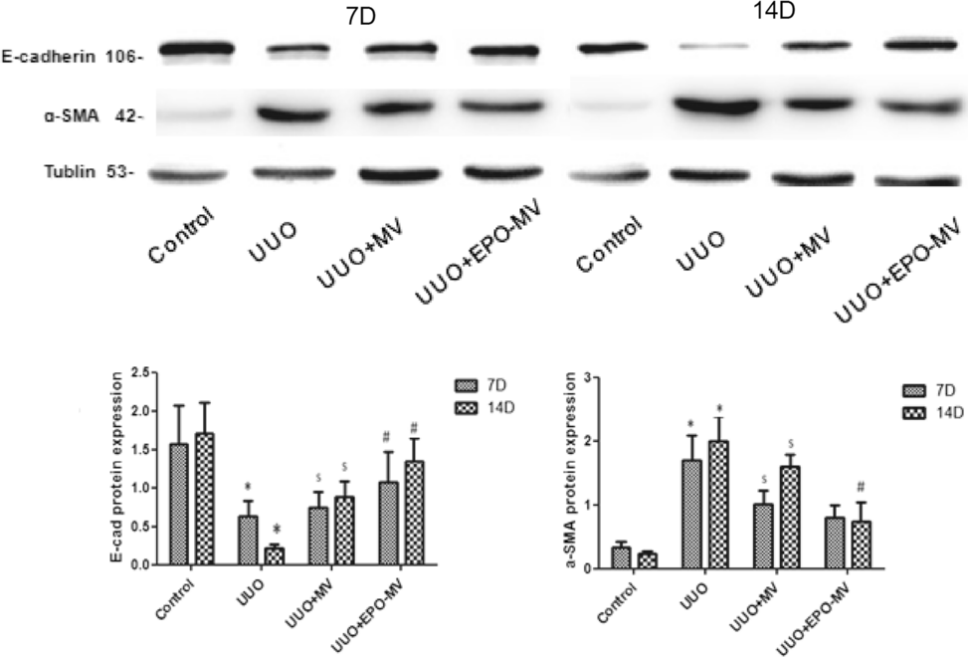
The expression of E-cadherin and α-SMA following UUO and MVs/EPO-MVs administration. Western blot analysis was used to detect the protein expression of E-cadherin and a-SMA as a percentage of tubulin in mice exposed to control and MV/EPO-MV administration at 7 and 14 days. All of the experiments were repeated three times (n = 3). *p < 0.01, 7 day UUO group versus control group or 14 day UUO group versus control group, ^*$*^ *p* < 0.01, 7 day UUO + MV group versus UUO group or 14 day UUO + MV group versus UUO group, ^*#*^ *p* < 0.05, 7 day UUO + EPO-MV group versus UUO + MV group or 14 day UUO + EPO-MV group versus UUO + MV group. *EPO* erythropoietin *MVs* microvesicles *UUO* unilateral ureteral obstruction *α-SMA* α-smooth muscle actin

### Changes in the miRNA profiles of MSC-MVs and EPO-MVs

Scanned images of the MSC-MVs and EPO-MVs were imported into GenePix Pro 6.0 software (Axon) for grid alignment and data extraction. 

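The miRCURY LNA Array carries capture probes that contain locked nucleic acids, modified nucleotides that bind short RNAs such as miRNAs tightly. The deposited values cover 1 array of RNA of EPO-MVs and 1 array of RNA of MSC-MVs. The MVs came from the supernatant of mouse bone marrow MSCs cultured for 48 h, according to the sample labels with 100 IU/ml EPO for EPO-MVs and without EPO for MSC-MVs. Because 1 array per condition was deposited, no difference between EPO-MVs and MSC-MVs has a replicate check here, and no test was run. An effect of the array cannot be told apart from an effect of EPO. The authors deposited 1 normalized intensity per array for each of 831 mouse miRNAs, on a linear scale and above 0 on both arrays. The intensities summed to 1957 on the EPO-MV array and 2147 on the MSC-MV array, with medians of 0.206 and 0.195. The fold change of a miRNA was computed as its EPO-MV value divided by its MSC-MV value, with no pseudocount and no filter on dim miRNAs, and a miRNA was counted as changed at a ratio of at least 1.5 or at most the inverse of 1.5. The channel that was read, any background correction and the rule by which miRNAs entered the deposited values are not given in the article's text.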

The replicated miRNAs were averaged, and miRNAs with intensities ≥ 30 in all samples were used to calculate the normalization factor. The expressed data were normalized with median normalization, and the differentially expressed miRNAs were identified using fold change filtering. 

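The deposited values retain a trace of this normalization. On each array, every value was a whole multiple of the smallest value, to within 0.0001 of it, and this smallest value is called a step here. A normalized intensity of 1 corresponded to 471 steps on the EPO-MV array and to 447 steps on the MSC-MV array. Multiplying each value by these numbers gave the intensity before normalization in steps, with a median of 97 steps for EPO-MVs and 87 steps for MSC-MVs. How many intensity units a step is worth is not given in the article. The brightest miRNA, miR-3963, had 130919 steps in EPO-MVs and 130926 steps in MSC-MVs. At 1 unit per step both values would exceed 65535, the largest number that a 16-bit scan image can hold, and at 0.5 units per step, as an average of a pair of spots can give, both lie at 99.9% of it. At 0.5 units per step, 463 of the 831 miRNAs (55.7%) reached an intensity of 30 on both arrays, and at 1 unit per step, the reading that was set before the data were examined, 573 (69.0%) did. The deposited values of the 463 miRNAs had medians of 0.881 in EPO-MVs and 0.870 in MSC-MVs, and those of the 573 miRNAs had medians of 0.631 and 0.617. Neither of these sets had a median of 1, and other sets were not tried. At the dim end, 3 miRNAs lay at 1 step in EPO-MVs and 14 lay at 1 step in MSC-MVs.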

Subsequently, the miRNA profiles of the MSC-MVs and EPO-MVs were analyzed with a quantitative PCR (qPCR)-based array of the whole mice genome. 

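With the deposited values and a fold change of at least 1.5 in either direction, 211 of the 831 miRNAs differed between EPO-MVs and MSC-MVs, which is 25.4% of them. The other 620 miRNAs (74.6%) stayed within 1.5-fold. The number depended most on how dim miRNAs were treated and on the threshold. It was 88 at a fold change of at least 2 and 460 at a fold change of at least 1.2. With a pseudocount of 0.0573, the 25th percentile of all values, added to both arrays, 54 miRNAs passed 1.5-fold. Of the 211 changed miRNAs, 149 (70.6%) were below 30 steps on at least 1 of the arrays. The share of changed miRNAs was 61.1% among the 208 dimmest miRNAs and 8.65% among the 208 brightest, ordered by the mean log2 intensity of both arrays. Of the changed miRNAs, 13 were at 1 step in MSC-MVs and 2 were at 1 step in EPO-MVs, so the size of these ratios depends on the smallest deposited value of that array. Whether this value is a limit of the array is not given. The arrays hold no replicate from which the error of a ratio could be taken.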

Further analysis revealed differences in the miRNAs of 212 EPO-MVs (fold change ≥ 1.5 compared to the MSC-MVs), which constituted approximately 22.64 % of all the evaluated mouse miRNAs. 

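Of the 211 changed miRNAs, 148 were higher in EPO-MVs and 63 were lower, so that 70.1% were higher (exact Clopper-Pearson 95% interval 63.5% to 76.2%, taken over miRNAs, which are not replicates). This split depended on the intensity of the miRNAs. Among the 415 miRNAs with a mean log2 intensity above the median, 38 changed, of which 13 were higher and 25 were lower in EPO-MVs (34.2% higher, interval 19.6% to 51.4%). It also depended on the scaling. Quantile normalization of the deposited values gave 95 higher and 95 lower miRNAs, and removing the trend of the log2 ratio with intensity by lowess gave 92 higher and 96 lower; both bring the arrays together across intensities by construction. Re-centring the ratios on their median, which was 0.05 on the log2 scale, gave 134 higher and 72 lower miRNAs (65.0% higher). The share rose with re-centring on the median of the 415 brighter miRNAs, with 159 higher and 54 lower (74.6%), and with scaling to the 75th percentile, with 163 higher and 52 lower (75.8%).

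**Figure D1:**
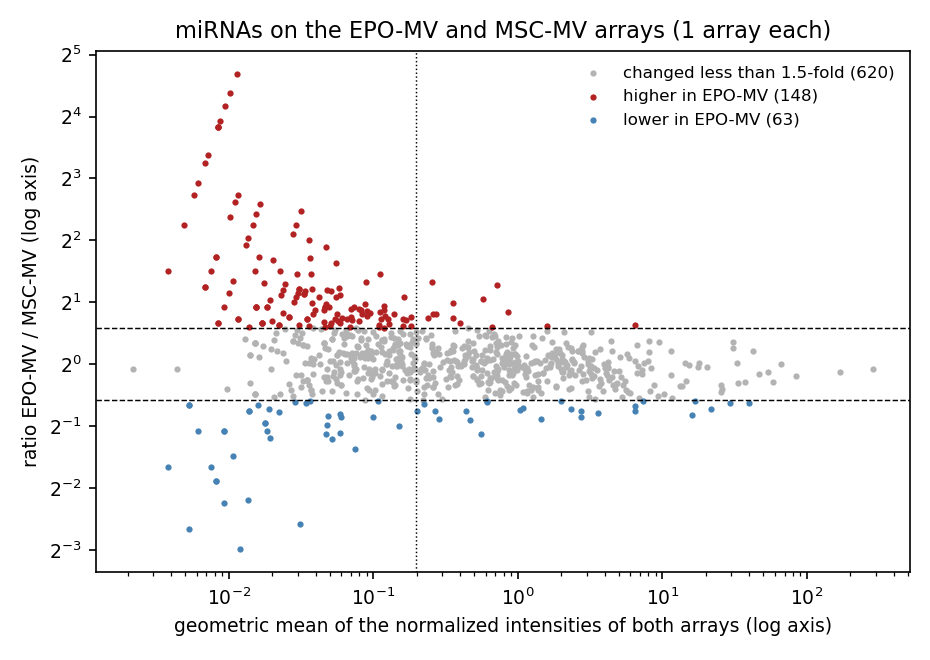
Ratio of EPO-MV to MSC-MV intensity (vertical, log axis) against the geometric mean of both normalized intensities (horizontal, log axis) for 831 miRNAs, 1 array per condition. Red points are the 148 miRNAs higher and blue points the 63 lower in EPO-MVs by at least 1.5-fold (dashed lines); to the right of the dotted line, at the median of the mean intensity, 13 are higher and 25 are lower, without any rescaling of the deposited values.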

Of all the differences, 70.28 % of the changes in the EPO-MV group involved upregulation (Fig. 8b); this was greater than the changes in the MSC-MV group.

**Fig. 8:**
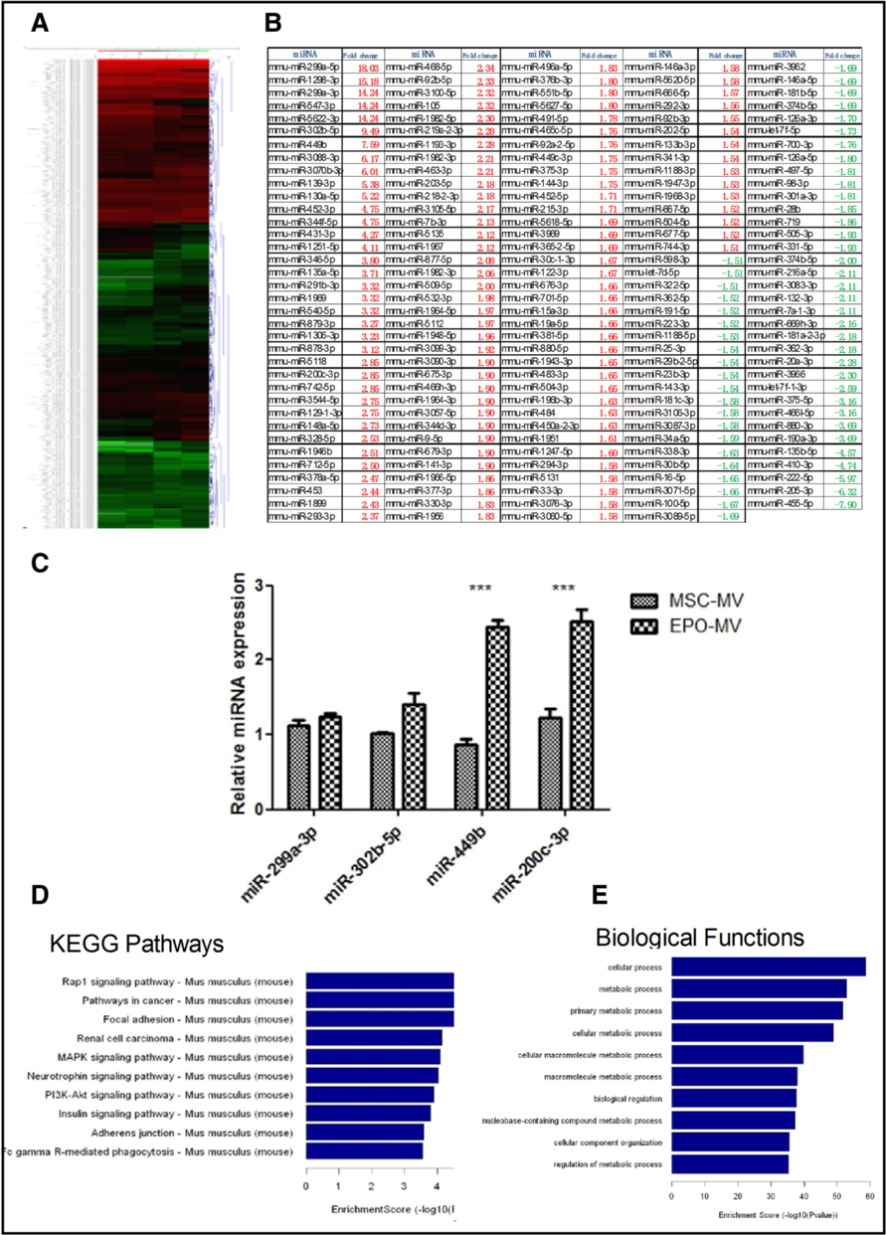
Changes in miRNA profiles of microvesicles (MVs) and EPO treated microvesicles (EPO-MVs). **a** Expression of miRNA in MVs and EPO-MVs, and mapping of hierarchical clustering of miRNA and heat map display of miRNA profiles. Columns represent individual samples, and each row represents individual assayed miRNA. Green represents down-regulation of miRNAs, and red represents up-regulation of miRNAs. **b** Fold regulation of significant miRNA in MVs versus EPO-MVs. Up-regulated miRNAs are denoted in red, downregulated miRNAs are green. **c** The relative miRNA change in MVs and EPO-MVs. The miR-299a-3p, miR-302b-5p, miR-499 and miR-200c-3p were all up-regulated in EPO-MVs; the up-regulation of miR-499 and miR-200c-3p was significant (*p* < 0.001, n = 3). **d** The bar plot shows the top ten enrichment score value of the significant enrichment pathway of the predicted possible target genes of miR-299a-3p, miR-302b-5p, miR-499 and miR-200c-3p. **e** The plot shows top ten biologic functions from the predicted possible target genes of miR-299a-3p, miR-302b-5p, miR-499 and miR-200c-3p, P-value cutoff (*p* < 0.05). *EPO* erythropoietin *miRNA* microRNA

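Gene names of the following miRNAs were taken from the RefSeq annotation of the mouse assembly GRCm38.p6. The miRNA miR-299a-3p, from Mir299a on chromosome 12, had 15 steps in EPO-MVs and 1 step in MSC-MVs, a ratio of 14.2. The other arm of this hairpin, miR-299a-5p, is listed with 2 entries. The entry shared with miR-299b-5p had 19 steps against 1 step (ratio 18.0), while the entry of miR-299a-5p alone had 252 steps against 217 steps (ratio 1.102). For miR-302b-5p, whose gene lies within Larp7 on chromosome 3, the values were 10 steps and 1 step (ratio 9.49). For miR-449b, the name used in Fig. 8B and Fig. 8C, whose gene lies within Cdc20b on chromosome 13, they were 8 steps and 1 step (ratio 7.59). The 2 arms of miR-499, whose gene lies within Myh7b on chromosome 2, did not pass 1.5-fold. Its -3p arm had 94 and 84 steps (ratio 1.06), and its -5p arm had 17 and 16 steps (ratio 1.01). For miR-200c-3p, from Mir200c on chromosome 6, the values were 18 steps in EPO-MVs and 6 steps in MSC-MVs (ratio 2.85). In the same family, miR-200c-5p had a ratio of 1.70, miR-200b-3p of 1.50 and miR-200a-5p of 0.949. The related miR-141-3p had a ratio of 1.90, miR-141-5p of 1.03 and miR-429-3p of 0.712. The ratio of miR-200b-3p fell below the threshold, to 1.45, after re-centring on the median. With quantile normalization, lowess and the pseudocount, miR-200b-3p (1.33, 1.34 and 1.31) and miR-200c-5p (1.45, 1.43 and 1.34) were below it, and miR-141-3p was below it with the pseudocount (1.35). With quantile normalization and lowess, miR-200a-5p (0.447 and 0.425) and miR-429-3p (0.416 and 0.448) passed the threshold as lower in EPO-MVs. Before normalization miR-200a-5p had 2 steps on both arrays, and miR-429-3p had 6 steps in EPO-MVs and 8 steps in MSC-MVs. Both corrections bring the arrays together across intensities by construction, so these lower ratios of very dim miRNAs show no decrease under EPO. Of the other miR-302 members, miR-302d-5p had 11 steps against 1 step (ratio 10.4), and the -3p arms of miR-302a, miR-302c and miR-302d had ratios of 1.05, 0.881 and 0.824. A ratio against 1 step rests on the smallest value of the MSC-MV array. With the pseudocount of 0.0573, the ratios were 1.50 for miR-299a-3p (just under the threshold), 1.32 for miR-302b-5p, 1.25 for miR-449b and 1.35 for miR-200c-3p, and none of these 4 passed 1.5-fold; the pseudocount exceeds their values on both arrays and shrinks such ratios by construction.

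**Figure D2:**
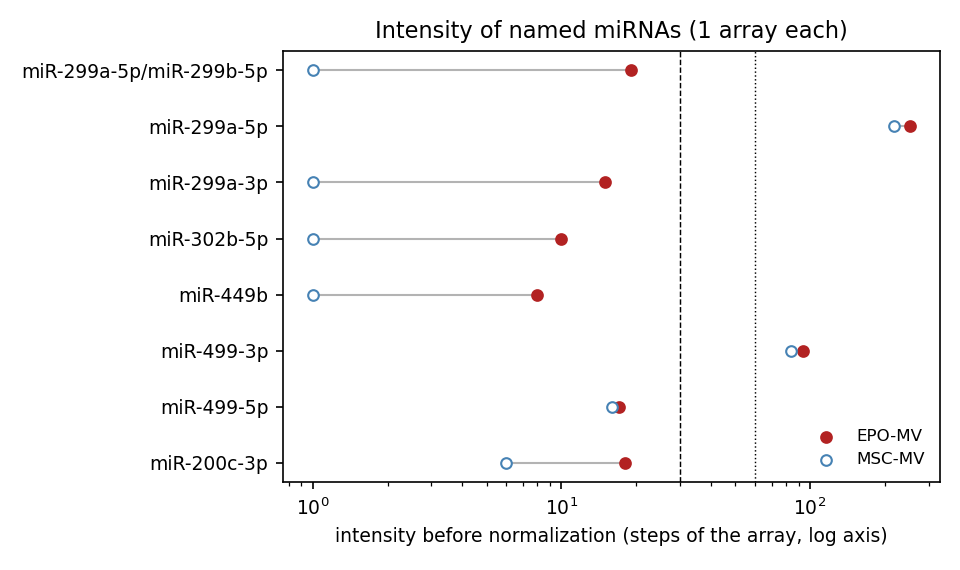
Intensity before normalization, in steps of each array (log axis), of 8 miRNA entries in EPO-MVs (filled red) and MSC-MVs (open blue), 1 array per condition. The dashed and dotted lines mark 30 and 60 steps, which are an intensity of 30 at 1 unit per step, a reading that puts the brightest miRNA above the range of a 16-bit image, and at 0.5 units per step; miR-299a-3p, miR-302b-5p, miR-449b and miR-200c-3p lie to the left of both lines on both arrays.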

## Discussion

In recent years, MSCs have received an increasing amount of attention in the field of regenerative medicine because they possess a number of potential therapeutic applications for patients with acute and chronic tissue injury in organs such as the heart, kidneys, lungs and liver. In fact, MSCs are now used in clinical trials to treat a wide range of diseases [24]. Although MSCs have multiple differentiation potentialities and migrate to injured sites following systemic administration, several recent studies have indicated that the differentiation of MSCs in the cells of injured tissues has little therapeutic benefit [5, 25, 26]. In fact, a large amount of evidence indicates that the therapeutic effects of MSCs are dependent on their paracrine functions, which allow for the secretion of soluble factors that repair damaged tissues [27–29]. For example, MVs released from MSCs are known to contribute to tissue repair in various animal models of injury [11, 30, 31].

MVs are defined as a vesicle population that is a mixture of exosomes and shedding vesicles that can be detected both in vitro and in vivo. These factors are instrumental in cell-to-cell communication, the interaction with cells via specific receptor–ligand interactions, and the transfer of surface receptors, proteins, and bioactive lipids to target cells after internalization [12]. In addition, MVs contain selected mRNA and miRNA profiles, and aid in the exchange of genetic information between cells [32–34]. MSCs release a significant amount of MVs with mRNA and selected patterns of mature miRNAs that protect against acute and chronic kidney disease [10, 11, 20]. In contrast to MSCs, MVs transfer complex and biologically active substances derived from MSCs to injured cells that favor tissue regeneration [7]. The repeated administration of allogeneic MVs that are derived from MSCs may not involve the immune response, as they do not express histocompatibility antigens.

Along with stem cell-based therapy, EPO has recently been evaluated for the treatment of tissue injury due to its novel pharmacological effects, because in addition to its recognized erythropoietic function, EPO may protect tissues against various types of damage [35]. EPO enhances regeneration of the tubular epithelium via its anti-apoptotic and anti-inflammatory features [36], prevents acute kidney injury (AKI), and improves postoperative renal function when administered in a preventive fashion [37]. Several studies have reported that EPO enhances the ability of MSCs to treat renal and heart injuries [38, 39]. Based on such findings, the present study investigated the influence of MVs derived from EPO-treated MSCs, and evaluated the renal protective function of this type of MV following chronic injury both in vivo and in vitro.

Recent studies have shown that EPO regulates the formation of red blood cells and the proliferation of EPCs [40], gastric epithelial cells [41], and other non-hematopoietic cells that express EpoRs. Using the Bicinchoninic acid (BCA) assay and Cell Counting Kit-8 (CCK-8), we found that the level of MVs secreted from MSCs increased in a significant and dose-dependent manner when treated with EPO concentrations between 1–100 IU/ml (Fig. 1). However, light microscopy data indicated that 500 IU/ml EPO resulted in the obvious death of MSCs, and that there was a marked decrease in the optical density (OD) of the group receiving this dose of EPO (see Additional file 1). Based on these findings, it appears that the significant and dose-dependent EPO-induced increase in MVs can be attributed to the proliferation of MSCs.

Our findings demonstrate that, although both types of MVs had a beneficial effect, the influence of EPO-MVs was considerably stronger than those of MSC-MVs. According to the blood and urine examinations of UUO mice that received MVs 1 day after surgery, the serum levels of BUN in UUO mice exhibited a marked decrease following both MSC-MV (*p* < 0.01) and EPO-MV (*p* < 0.01) administration, but there was a stronger effect of EPO-MVs on days 7 and 14 (*p* < 0.05). In addition, both types of MVs significantly reduced the serum creatinine levels of UUO mice compared to vehicle-treated UUO mice (*p* < 0.01), but the difference in serum creatinine levels between the EPO-MV and MSC-MV groups was not statistically significant. Similarly, both types of MVs markedly reduced the elevated levels of proteinuria in UUO mice on days 7 and 14, but EPO-MVs had a stronger effect (data not shown).

The kidney sections of UUO mice treated with MVs that were stained with hematoxylin and eosin or Masson’s trichrome demonstrated a relatively preserved cytoarchitecture, and a reduction of the histological features of renal injury. However, the mice treated with EPO-MVs displayed fewer interstitial lymphocyte infiltrates, less tubular swelling, less necrosis, and lower levels of interstitial collagen deposition over time. These findings indicate that a higher number of E-cadherin-positive and a lower number of α-SMA-positive cells were detected in the renal tubules and capillaries of mice treated with EPO-MVs compared to mice treated with MSC-MVs. The in vitro experiments further supported the beneficial effects of treatment with MSC-MVs and EPO-MVs. Both types of MVs reversed the TGF-β1-induced epithelial–mesenchymal transition (EMT) in HK2 cells and inhibited the apoptosis of TGF-β1-treated HK2 cells. Once again, EPO-MVs had a stronger effect than MSC-MVs.

A previous study from our group found that MVs ameliorated the renal damage observed in five of six nephrectomized mice and protected kidneys in the same manner as MSCs [20]. These protective effects are likely due to the MV-controlled shuttling of particular miRNAs during renal cell regeneration. This shuttling of factors has been observed both in vivo and in vitro in association with MVs derived from EPCs that have been subjected to a knockdown of Dicer, an intracellular enzyme essential for the production of miRNA [10]. In addition, clinical and experimental studies have provided data that support a critical role for miRNAs in renal pathophysiology. In a mouse model of diabetic nephropathy, inhibition of miR-21 improved kidney function and alleviated the progression of renal injury [42], whereas inhibition of renal miR-192 suppressed the expression of fibrotic markers, such as collagen, TGF-β1, and fibronectin in a mouse model of type I diabetes nephropathy [43].

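Across the 831 miRNAs, the intensities of the EPO-MV array and the MSC-MV array were close to each other, with a Pearson correlation of 0.971 between log2 values and a Spearman correlation of 0.982. These are correlations across miRNAs within a pair of arrays, and miRNAs are not independent replicates. The 3 brightest miRNAs were the same on both arrays, in the order miR-3963, miR-5100 and miR-21a-5p, and 8 of the 10 brightest were shared. The 10 brightest miRNAs held 43.3% of the summed intensity in EPO-MVs and 43.1% in MSC-MVs. The ratio of miR-3963 was 0.949, which at 0.5 units per step is that of a pair of values near the limit of the scan. In EPO-MVs 466 of the miRNAs (56.1%) were above their MSC-MV value by any amount.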

To explain the improved reparative effects associated with MVs observed in the present study, a miRCURY™ LNA Array was conducted to assess whether the incubation of cells in EPO changes the expression of miRNAs in MVs. 

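The direction of the changes was counted separately by intensity. The 831 miRNAs were ordered by the mean log2 intensity of both arrays and divided into 4 groups of nearly equal size. In the dimmest group, with median intensities of 15 steps in EPO-MVs and 9 steps in MSC-MVs, 96 miRNAs were at least 1.5-fold higher in EPO-MVs and 31 were lower. In the second group, with medians of 52 and 43.5 steps, 39 were higher and 7 were lower. In the third group 11 were higher and 9 were lower. In the brightest group, with medians of 1406.5 and 1392 steps, 2 were higher and 16 were lower. The median log2 ratio fell with intensity, from 0.49 in the dimmest group to 0.17, 0.02 and -0.09 in the following groups. The standard deviation of the log2 ratio across miRNAs went from 1.26 in the dimmest group to 0.30 in the brightest.

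**Figure D3:**
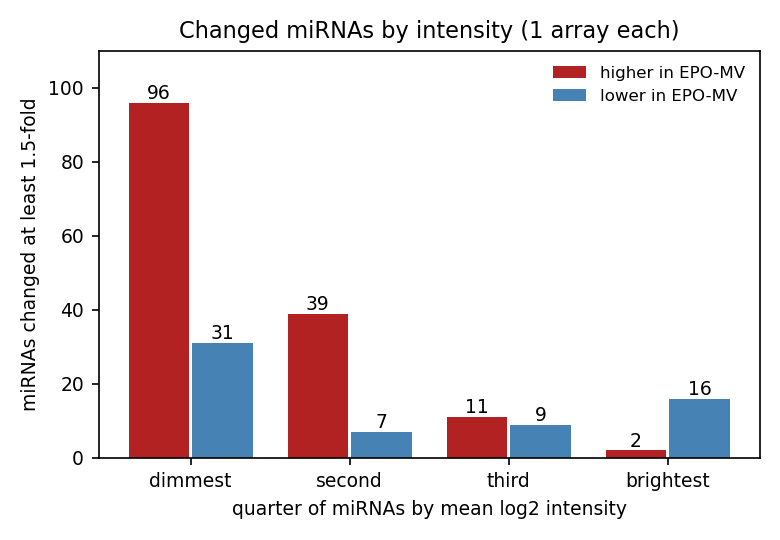
Number of miRNAs at least 1.5-fold higher (red) or lower (blue) in EPO-MVs than in MSC-MVs in 4 groups of miRNAs ordered by mean log2 intensity, 1 array per condition. The counts go from 96 higher and 31 lower in the dimmest group to 2 higher and 16 lower in the brightest.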

The present findings demonstrate that greater numbers of miRNAs (70.28 %) were upregulated in EPO-MVs. Several recent reports have described miRNA functions and their role in anti-fibrosis. miR-302 decreases TGF-β1-induced EMT in renal HKC8 epithelial cells and attenuates the TGF-β1-induced mesangial production of fibronectin and thrombospondin [44]. In vitro studies have demonstrated that members of the miRNA-200 family inhibit the E-cadherin transcriptional repressors ZEB1 and ZEB2, which are implicated in EMT [45]. miR-299 may delay or protect against replicative senescence via improvements in the metabolic activity of senesced cells, but it does not stimulate growth in the remaining senescent cells [46]. miR-499 plays an inhibitory role in the mitochondrial apoptosis pathway, and protects against H_2_O_2_-induced injury in cardiomyocytes [47]. Our findings also demonstrate that miR-299, miR-499, miR-302, and miRNA-200 were upregulated in EPO-MVs (Fig. 8c). Thus, it is likely that the changes in these miRNAs in EPO-MVs contributed to the enhanced inhibition of TGF-β1-induced EMT, decreased levels of apoptosis in the proximal tubular epithelial cells, and improved renal function in UUO mice.

There were several limitations in the present study. Therefore, further investigation regarding the role of upregulated miRNAs in EPO-MVs is required to gain a better understanding of the mechanisms underlying MSC-induced renal protection. Nevertheless, these findings will help guide future research in this area.

### Limitation

The MSCs were cultured in normal 10 % FBS, and then the MSC-MVs and EPO-MVs were collected. The process of isolating and collecting MSC-MVs and EPO-MVs was the same, and, therefore, the influence of FBS on MSC-MVs and EPO-MVs was not only similar, but mitigated to some extent, which allowed for a comparison of their reparative effects on CKD.

## Conclusions

Our findings suggest that there was a dose-dependent increase in the level of EPO-MVs within the range of 1–100 IU/ml EPO, the EPO-MVs had a greater benefit in UUO mice and had a better restorative effect following TGF-β1-induced fibrosis in HK2 cells. 

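Among the 463 miRNAs with at least 60 steps on both arrays, 40 changed by at least 1.5-fold. Of these, 15 were higher and 25 lower in EPO-MVs (37.5% higher, interval 22.7% to 54.2%). With at least 60 steps on either array, 33 were higher and 27 lower. With at least 30 steps on both arrays, a filter set before the data were examined, 34 were higher and 28 lower. The filters at 60 steps and the miRNAs named here were chosen after the values were seen. The highest ratio in the set of 463 miRNAs was 2.504, for miR-712-5p, with 190 steps in EPO-MVs and 72 steps in MSC-MVs. The lowest was 0.458, for miR-362-3p, with 177 and 367 steps. Brighter miRNAs in this set included miR-29a-3p, with 5708 steps in EPO-MVs and 9625 steps in MSC-MVs (ratio 0.563). Neither miR-29b-3p (ratio 0.753) nor miR-29c-3p (ratio 0.904) passed 1.5-fold. With 1 array per condition, none of these ratios can be compared with a replicate error. The paper finds miR-299, miR-499, miR-302 and miR-200 upregulated (Fig. 8C). The legend calls the rise of miR-499 and miR-200c-3p significant and does not say so for miR-299a-3p and miR-302b-5p. The paper also plots enriched pathways and functions of the predicted target genes (Fig. 8D and Fig. 8E). It cites published roles of these families in fibrosis, senescence and apoptosis. From the upregulation and the cited roles it proposes that changes in these miRNAs likely took part in the protective effects of EPO-MVs.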

The changed miRNA in EPO-MVs may have contributed to their enhanced protective effects following renal injury compared to MSC-MVs. Our findings may help to develop new therapeutic MVs to CKD caused by renal fibrosis in further work.

## Additional files

Additional file 1:
**The OD value in EPO-MSC.**

## Abbreviations

AKI: acute kidney injury
ANOVA: one-way analysis of variance
BCA: bicinchoninic acid
CKD: chronic kidney disease
DMEM/F12: Dulbecco’s modified Eagle’s medium nutrient mixture F-12
EPCs: endothelial progenitor cells
EPO: erythropoietin
EPO-MVs: microvesicles derived from MSCs incubated with EPO
EpoR: EPO receptor
HE: hematoxylin-eosin
HK2: human renal proximal tubular epithelial cell
HSK: Histological Score of Kidney
miRNA: microRNA
MSC-MVs: microvesicles derived from MSCs
MSCs: mesenchymal stem cells
MT: Masson’s trichrome
MVs: microvesicles
RT-PCR: reverse transcription polymerase chain reaction
TGF-β1: transforming growth factor-β1
UUO: unilateral ureteral obstruction
α-SMA: α- smooth muscle actin

How the deposited data were processed for this re-analysis (not part of the article)

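The deposited values are microarray intensities of miRNAs in MVs released by mouse bone marrow MSCs cultured for 48 h with EPO (EPO-MVs, 1 array; 100 IU/ml according to the sample labels) or without it (MSC-MVs, 1 array). The article's animal, cell culture, flow cytometry, Western blot and RT-PCR measurements were not analysed here.

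The authors labelled the RNA, hybridized it to the miRCURY LNA Array, scanned it with an Axon GenePix scanner and read the intensities with GenePix Pro 6.0. As the methods state, they averaged replicate spots, took a normalization factor from the miRNAs with an intensity of at least 30 in all samples, and applied median normalization. The deposited value is this normalized intensity, on a linear scale, for 831 mouse miRNAs, all above 0 on both arrays. The methods name a labelling kit with the Hy3 and Hy5 dyes and the sample labels name Hy3, and the text does not state which channel was read, whether background was subtracted or how the 831 miRNAs were selected.

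From the deposited intensities, the ratio of EPO-MV to MSC-MV was computed for each miRNA. A miRNA was counted as changed at a ratio of at least 1.5 or at most the inverse of 1.5, following the fold change filter of the article. With 1 array per condition no statistical test was possible, no p-value was computed, and no statement about the conditions has a replicate check. The number of arrays, not a count of reads, limits the precision. Shares of miRNAs are given with exact Clopper-Pearson 95% intervals over miRNAs as a description. Each value was converted into steps, whole multiples of the smallest value of its array (471 steps to a normalized intensity of 1 for EPO-MVs and 447 for MSC-MVs, with a tolerance of 0.0001 of a step).

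Each count was recomputed under 11 alternatives set before the data were examined. These were fold change thresholds of 2 and 1.2, the miRNAs above the median of mean log2 intensity, at least 30 steps on both arrays or on either array, re-centring on the median of all or of these brighter miRNAs, quantile normalization, scaling to the 75th percentile, removal of a lowess curve of the log2 ratio on mean log2 intensity (span 0.4, 3 robustness iterations), and a pseudocount at the 25th percentile of all values (0.0573). Another 3 alternatives were added after the values were seen, namely at least 60 steps on both arrays, at least 60 steps on either array, and miRNAs above the smallest value of both arrays.

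The miRNAs named in the text were chosen by a rule fixed before the data were examined. It takes every miRNA the article names from its miRNA experiments with its miR-200 (miR-141 and miR-429 included), miR-299 and miR-302 family members, miR-21 and miR-192 from its discussion, and the 5 largest and 5 smallest ratios with ties broken by the higher mean value. Because 3 miRNAs were tied at the last place among the largest with the same values, all 3 were kept, which gave 31 entries. Other miRNAs are named only where the text says that they were chosen after their values were seen, apart from the brightest miRNAs of the arrays.

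Gene symbols and neighbouring genes came from the RefSeq annotation of the mouse assembly GRCm38.p6, to which 779 of the 831 entries (93.7%) were matched by name. The deposited values name no genome build, so no coordinates are given. Percentiles of a group of miRNAs are positions of its median among the medians of 10000 random lists, each member drawn from the 20 miRNAs nearest in mean intensity. Percentiles of correlations between paired miRNAs are positions among 10000 random re-pairings. Neighbouring miRNA genes are those next to each other on a chromosome, on either strand, with at most 10000 bp between them, among the genes with an entry above the median intensity.

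The counting was tested on simulated arrays with the intensities and steps of the real ones and 200 miRNAs changed 2-fold, of which 100% were recovered with 0 false calls among the 831 miRNAs; this simulation has no measurement error. Calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.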

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

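The tests of intensity and of arrays named in this part were chosen after the result was seen.

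The miRNA miR-5110, whose gene lies within Bcas3 on chromosome 11 of GRCm38.p6, had the highest ratio of EPO-MV to MSC-MV intensity in the deposited values, 25.6, and miR-382-3p, from Mir382 on chromosome 12, had the next highest, 20.9. Both are above their level in MSC-MVs, and neither is listed in Fig. 8B or named in the article's text. Their intensities before normalization were 27 steps for miR-5110 and 22 steps for miR-382-3p in EPO-MVs, against 1 step each in MSC-MVs, the smallest value of that array. The other arm of the second hairpin, miR-382-5p, named here after its value was seen, had 62 and 45 steps (ratio 1.31). Large ratios were frequent at low intensity in general, since 61.1% of the 208 dimmest miRNAs changed by at least 1.5-fold against 8.65% of the 208 brightest, which is consistent with low intensity as a source of these 2 ratios. With 1 array per condition, an array effect and an effect of EPO on these miRNAs cannot be told apart, and the biological explanation, a rise under EPO, stays open and untested.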

How the results depend on the processing

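The cause of these dependences was not tested except where the construction of the alternative shows it. The number of changed miRNAs, 211 with the deposited values, moved to 88 at a threshold of 2 and 460 at a threshold of 1.2, which the threshold itself explains. These were 10.6% and 55.4% of the miRNAs, and 76.1% and 60.4% of the changed ones were higher in EPO-MVs.

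Leaving out dim miRNAs lowered the number, in part because fewer miRNAs were counted. Among the miRNAs above the median intensity, 38 changed (9.16%), and 34.2% of them were higher in EPO-MVs. The direction of the majority reversed, with an interval that spans 50% (19.6% to 51.4%). With at least 30 steps on both arrays, 62 changed (10.8%), and 54.8% were higher. With at least 30 steps on either array, 103 changed (16.2%), and 65.0% were higher. Under the alternatives chosen after seeing the values, at least 60 steps on both arrays left 40 changed miRNAs (8.64%), of which 37.5% were higher. The majority was again reversed, with an interval that also spans 50% (22.7% to 54.2%). At least 60 steps on either array left 60 (11.8%), of which 55.0% were higher. Leaving out the miRNAs at the smallest value of either array, also chosen after seeing the values, gave 196 changed miRNAs, 68.9% of them higher. A pseudocount at the 25th percentile, which shrinks the ratios of dim miRNAs by construction, left 54 changed miRNAs (6.50%), 53.7% of them higher.

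Quantile normalization brought the share of higher miRNAs to 50.0% and lowess to 48.9%, both with an interval that spans 50% (42.7% to 57.3% and 41.6% to 56.3%). Each of these forces the intensity distributions or trends of the arrays together. The number of changed miRNAs stayed within 1.5 times the main number under both, at 190 and 188, of which 148 and 146 were changed in the same direction with the deposited values. Under re-centring on all miRNAs, on the brighter miRNAs, and scaling to the 75th percentile, the number was 206, 213 and 215, and 65.0%, 74.6% and 75.8% were higher.

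Of the 31 named entries, 20 changed by at least 1.5-fold with the deposited values. None changed direction past the threshold under any alternative that kept it. With the pseudocount, 15 of these 20 fell below the threshold, and under lowess and under quantile normalization 2 each did. Another 2 newly passed it as lower in EPO-MVs under these, miR-200a-5p (0.447 with quantile normalization and 0.425 with lowess) and miR-429-3p (0.416 and 0.448). They are very dim, with 2 steps on both arrays for miR-200a-5p and 6 against 8 steps for miR-429-3p. Their lower ratios follow from how these corrections bring the arrays together. With at least 30 steps on both arrays, 1 of the 20 was left, and with at least 60 steps on both arrays or among the miRNAs above the median intensity none was. Background was not measured in the deposited values, so no miRNA can be called above or below it. No paired analysis was possible because each condition had 1 array.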

Differences from the paper's values

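The heat map in Fig. 8A shows about 4 columns, read by eye, which its legend calls individual samples, while 2 arrays, 1 of EPO-MVs and 1 of MSC-MVs, were analysed here. None of the alternatives set before the data were examined bears on this.

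Fig. 8C gives relative expression by RT-PCR in 3 experiments, another assay than the array, and its ratios of EPO-MVs to MSC-MVs were read from the bars. Its legend calls the rise significant for miR-499 and miR-200c-3p and does not say so for miR-299a-3p and miR-302b-5p. On the arrays, miR-299a-3p, miR-302b-5p and miR-449b were at 1 step in MSC-MVs, the smallest value of that array, so the size of their array ratios rests on this smallest value. For miR-299a-3p the paper's ratio is about 1.1 in Fig. 8C, read by eye, and the array ratio is 14.2. For miR-302b-5p the paper's ratio is about 1.4 in Fig. 8C, read by eye, and the array ratio is 9.49. With the pseudocount at the 25th percentile, set before the data were examined, the array ratios of 1.50 and 1.32 lie within 1.5 times the paper's. The pseudocount of 0.0573 exceeds the EPO-MV values of 0.0318 and 0.0212, so ratios this low follow from its construction and show nothing about the gap. Under both re-centrings, quantile normalization, scaling to the 75th percentile and lowess they do not. For miR-449b the paper's ratio is about 2.8 in Fig. 8C, read by eye, and the array ratio is 7.59. With lowess, set before the data were examined, its ratio of 3.75 lies within 1.5 times the paper's. Lowess centres every intensity range by construction and lowered the ratios of all 3 miRNAs, so this shows nothing about the gap. Under both re-centrings, quantile normalization, scaling to the 75th percentile and the pseudocount the ratio of miR-449b is not within 1.5 times the paper's. The filters on dim miRNAs set before the data were examined leave out all 3. These are 3 of the 4 miRNAs of Fig. 8C. For miR-200c-3p the paper's ratio is about 2.1 in Fig. 8C, read by eye. The array ratio of 2.85 lies within 1.5 times the paper's. Under both re-centrings, quantile normalization, scaling to the 75th percentile and lowess its array ratio also does. With the pseudocount, which exceeds its values on both arrays, its array ratio of 1.35 does not. The array ratios of all 4 match the folds in Fig. 8B.

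The article's text and the legend of Fig. 8C name miR-499 as higher in EPO-MVs, whereas the panels of Fig. 8B and Fig. 8C name miR-449b. On the arrays, miR-499-3p had a ratio of 1.06 and miR-499-5p of 1.01, both under 1.5-fold with the deposited values, and miR-449b had a ratio of 7.59. The first miRNA listed in Fig. 8B is miR-299a-5p. Its listed fold matches the ratio of the entry shared by miR-299a-5p and miR-299b-5p, 18.0, and the entry of miR-299a-5p alone had a ratio of 1.102. The deposited values hold 2 higher ratios, 25.6 for miR-5110 and 20.9 for miR-382-3p. The percentage of changed miRNAs that the article gives for its 212 changed miRNAs corresponds to 936 evaluated miRNAs, and 831 were analysed here.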

Other observations

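In this part, the tests of array effects, low intensity, hairpin arms and scan saturation and the use of the lower bound of the offset were chosen after the result was seen, and so were the miRNAs and groups named that the article does not discuss. The share among the miRNAs above the median intensity was an alternative set before the data were examined, and only its use as a test of dim miRNAs was chosen after it was seen. The correlations given are across miRNAs or pairs of miRNAs, which are not independent replicates, and 15 tests of explanations were run in all.

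The majority of changed miRNAs was higher in EPO-MVs (70.1%). Several technical explanations were weighed for this. A scale factor between the arrays was argued against as the whole cause, since after re-centring on the median 65.0% were still higher (interval 58.1% to 71.5%). The majority came from dim miRNAs, since among the miRNAs above the median intensity 34.2% of the changed ones were higher. A constant background offset between the arrays is a candidate explanation. The median difference of EPO-MV minus MSC-MV was 0.00741 normalized units among the 208 dimmest miRNAs (bootstrap 95% interval 0.0042 to 0.00976) and 0.0113 among the next 208 (0.00691 to 0.0170), 1.52 times as large with overlapping intervals. The median difference was 0.00808 in the third group (-0.00856 to 0.0210) and -0.163 in the brightest (-0.294 to -0.0674). An offset of 0.0113, or 5.04 steps of the MSC-MV array, was added to the MSC-MV values. Of all changed miRNAs, 64 were then higher and 104 lower (38.1% higher, interval 30.7% to 45.9%). In the dimmest group 33.3% were higher, and in the second group, which gave the offset, 60.6% (42.1% to 77.1%). With the lower bound of this offset, 0.00691, 54 were higher and 49 lower in the dimmest group (52.4% higher, 42.4% to 62.4%). An offset carried over from the second group was thus enough to reverse the majority over all miRNAs, but too large for the dimmest group. Near its lower bound it left the dimmest group about evenly split, and the uncertainty of its size keeps this explanation open. An intensity trend of another form could not be tested by lowess, which brought the share to 48.9% but centres every intensity range by construction. An array or batch effect cannot be told apart from EPO with 1 array per condition. A biological difference stays open and was not tested.

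Large ratios between the arrays were concentrated at low intensity, with 61.1% of the 208 dimmest miRNAs changed (interval 54.1% to 67.7%) and 8.65% of the 208 brightest (5.21% to 13.3%). Of the changed miRNAs, 80 share their ratio, to 6 decimals, with another changed miRNA, and the most frequent ratio, 1.90, occurs 10 times. A biological explanation for the dependence on intensity was not tested.

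The brightest miRNA, miR-3963, had nearly the same number of steps on both arrays (130919 and 130926), as a saturated scan would give. If a step is 0.5 units, the lower of these is 99.9% of the largest number in a 16-bit image, 65535, and if a step is 1 unit both would exceed that number. This is consistent with saturation of miR-3963 and with 0.5 units per step, in which case the intensity of 30 in the methods equals 60 steps. The next brightest, miR-5100, would be at 58.0% and 60.2% of that number. No biological explanation was tested for this pattern.

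The 8 let-7 -5p miRNAs were all lower in EPO-MVs with the deposited values, with ratios from 0.578 to 0.854 and a median log2 ratio of -0.38, and 2 of them passed 1.5-fold. All 8 were also lower under the 6 alternatives that change the ratios (both re-centrings, quantile normalization, scaling to the 75th percentile, lowess and the pseudocount). The lower ratios of bright miRNAs were weighed as an explanation. Among random lists matched on intensity, 1.51% had a median as low (their median was -0.13), and after lowess the median of the 8 was -0.26. Because the group was picked after its low values were seen, and bright miRNAs with low numbers in their names were lower in general (median log2 ratio -0.16 for numbers under 500), these values do not decide whether let-7 stands apart. The let-7 sequences are alike and probes could bind more than 1 member, so the 8 values are not independent, and this was not tested. Whether EPO lowers let-7 in MVs is a hypothesis that 1 array per condition cannot test.

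Both arms of a hairpin come from a shared precursor, and a change in its transcription could move both alike. Over 223 hairpins with both arms among the entries, the log2 ratios of the arms had a Spearman correlation of 0.146 (Pearson 0.105; re-pairings gave -0.130 to 0.131 in their central 95%). Over the 54 hairpins with both arms above the median intensity it was 0.0072 (Pearson 0.0234; re-pairings gave -0.270 to 0.267), within the range of the re-pairings. The weak relation over all hairpins goes with a shared precursor and the brighter hairpins do not show one, so the pairs leave this open; with no replicates, the error of each ratio that would blur such a relation is unknown. Loading of the arms into MVs was not tested.

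Neighbouring miRNA genes did change alike among the brighter miRNAs. Over 75 pairs of neighbouring genes the Spearman correlation of log2 ratios was 0.535 (Pearson 0.408; re-pairings gave -0.228 to 0.227), as a shared transcript would give. Strand was not considered in forming the pairs, so pairs on opposite strands, which could not share a transcript, may be among them. The value of a gene was the mean log2 ratio of its entries above the median intensity. The intensity trend was argued against as the whole cause, with a correlation of 0.572 after lowess. Without pairs that share a number in their names and without the cluster in Sfmbt2 it was 0.468 over 50 pairs, which argues against alike sequences within families as the whole cause, although probes with alike sequences but other names were not tested. After removal of the trend with the number in the name it was 0.4001. Pairs in the same cluster share members, so the re-pairings understate the chance range. A shared transcript is a hypothesis here, and the arms of the 54 brighter hairpins showed no such relation, while those of all 223 hairpins showed a weak one.

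The ratio also followed the number in the miRNA's name, which reflects the order of naming. Among the miRNAs above the median intensity, the Spearman correlation of number and log2 ratio was 0.430 (Pearson 0.231; re-pairings gave -0.0957 to 0.0958). The 244 miRNAs with a number under 500 had a median log2 ratio of -0.16 and 23 of them were at least 1.5-fold lower against 4 higher, while the 171 others had a median of 0.09 with 2 lower and 9 higher. The correlation was 0.405 after lowess, which argues against the intensity trend as the whole cause. Differences in probe design, in the share of entries that capture other RNA and in biology stay open and were not tested.

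The discussion of the article names miR-21 and miR-192 from other work. On the arrays miR-21a-5p, whose gene lies within Vmp1 on chromosome 11, had ratio 0.873 at 37150 steps in EPO-MVs and 40369 steps in MSC-MVs, and miR-21a-3p had a ratio of 1.34 at 809 and 571 steps. The ratio of miR-192-5p was 6.64 from 7 steps against 1 step. The lowest ratios were 0.127 for miR-455-5p (2 against 15 steps), 0.158 for miR-205-3p (1 against 6 steps), 0.167 for miR-222-5p (6 against 34 steps), 0.211 for miR-410-3p (2 against 9 steps) and 0.219 for miR-135b-5p (3 against 13 steps). After miR-5110 and miR-382-3p, the highest were 18.0 for the shared miR-299a-5p and miR-299b-5p entry, 15.2 for miR-1298-3p (16 against 1 step) and 14.2 for miR-299a-3p, miR-547-3p and miR-5622-3p (15 against 1 step each).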
